A study of Homo sapiens with 18 samples.

How the data were processed

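The study measured RNA from repeat elements in IMR90, an established line of human lung fibroblasts, with stranded total RNA sequencing per the labels. The series holds 18 samples in 9 groups of 2. Cells received Nutlin at 5 µM for 6 h, or 5-fluorouracil (5-FU) at 375 µM for 6, 12 or 24 h. Each drug group has DMSO samples of its own drug and time point, and 2 samples were untreated, with fresh medium given 12 h before extraction. All groups were taken from the sample labels.

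The values are raw counts per annotated repeat copy, as the authors deposited them in 2 tables. Neither the labels nor the file headers name the aligner, the counting program, the repeat annotation or the genome build, nor how reads that match several copies were handled. The 5-FU table has 2404193 copies in 14 columns and the Nutlin table has 1996647 copies in 6 columns, with 41.6% and 56.0% of the copies at 0 in every column. No gene is listed in either table. The last copies on each of the 24 chromosomes lie within the chromosome lengths of hg19, and on chromosome Y they reach 59362785, past the last gene end of GENCODE v29 on GRCh38 (57214397). Positions are therefore given as in the tables, on what is taken to be hg19. No annotation of that build was used here, so no copy was placed in a gene, and gene-level results and a list of p53 target genes, both listed in the design, were not analysed here.

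The 2 untreated columns of the Nutlin table are identical (0 copies differ). They hold the same count as untreated replicate 1 of the 5-FU table at 91.1% of the copies with a count in either. The total is higher by 6188673 counts in the Nutlin table, and 93.5% of this lies in a single copy of 7SL RNA (chromosome 14, 50329268 to 50329567), with 53291 counts in the 5-FU table and 5839367 in the Nutlin table. These columns were used as a single sample, which entered the scaling but not the filter. With no replicate, this sample adds nothing of its own to the estimate of the spread. The comparison of DMSO with untreated samples used the 5-FU table alone. The large difference at 1 copy shows that the tables were not made in the same way, so no count was compared across them. Comparisons across the tables used only changes within each table.

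Repeat names were taken from the tables and grouped by name into 13 classes, of which rRNA, tRNA and small RNA are called structural RNA below. Subfamily values are sums over all copies of a repeat name. Reads from nearly identical copies may have been split or assigned to 1 copy by the authors' counting, so the position of a change in young or structural repeats is uncertain.

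Calls were made with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, with limma 3.58.1), on TMM-scaled counts after filterByExpr, with a mean per group and a single fit for each table. The filter left 21328 loci and 1028 subfamilies in the Nutlin table and 63602 loci and 1078 subfamilies in the 5-FU table. Subfamily fits used library sizes and TMM factors from all copies of the table. A call is a Benjamini-Hochberg adjusted p under 0.05. The comparisons were Nutlin or 5-FU against the DMSO group of the same drug and time point, the 24 h effect of 5-FU against its 6 h effect as an interaction, and the mean of the 3 DMSO groups of the 5-FU table against the untreated samples. No control group serves more than 1 drug comparison. Sets of p53-site repeats (names beginning with LTR10 or MER61) were tested with limma's fry, and with camera as an alternative. A list of 17 young and satellite subfamilies was adjusted over the list alone and over all subfamilies. Class shares were compared by a two-sided exact permutation test within time points, over all arrangements. With 2 libraries against 2, the smallest two-sided exact p is 0.333, so Nutlin class shares have no p. Shared calls of Nutlin and 5-FU at 6 h were tested with Fisher's exact test, in which loci are not independent replicates. Tables and exact tests were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Other R packages were data.table (version 1.17.8) and DESeq2 1.42.0. Normalised counts are given as CPM of the TMM-scaled library, with SD over n = 2. Folds against a group at or under 3 counts in both libraries were computed against 3 counts and are lower bounds.

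The loci and subfamilies named were chosen by rule. For each drug comparison these are the 2 risen and the 2 fallen with the smallest p among those with an adjusted p under 0.05 and no overlap between drug and DMSO libraries, and at loci an absolute log2 fold change of at least 1. Members of the lists fixed in advance may be named too.

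The procedure was tested on simulated data drawn from the libraries' own means and sizes, with 200 features changed and a fixed seed (20). The changed features had a mean count of at least 20, and only the comparisons of Nutlin and of 5-FU at 12 h were simulated. At loci, a 2-fold change was recovered in 31% of the changed features in the Nutlin table and 5.05% in the 5-FU table, and a 4-fold change in 88% and 62.4%. Of the calls, 14.4% and 6.85% were false. At subfamilies, a 2-fold change was recovered in 94.6% and 90.7%, with 3.5% and 2.55% of the calls false. In this simulation the 5-FU locus fit missed most changes of 2-fold, and the Nutlin locus calls held more false calls than the adjusted p threshold of 0.05 states. With 200 changed features an adjusted p under 0.05 is harder to reach than with many calls, as at 5-FU 12 h (6177 loci). The shares recovered and false may therefore differ in the actual fits.

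Library totals ranged from 2412334 to 6290320 counts in the 5-FU table and from 9109885 to 11880265 in the Nutlin table. Outside structural RNA they ranged from 1618055 to 4164168 and from 1787724 to 2474410. Counts carry no molecular identifiers, so the depth describes counting error only.

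The comparisons, the lists, the naming rule and most alternatives were fixed before the data were examined. These alternatives were RLE size factors, library size without TMM, no filter, at least 10 counts in every library, only the libraries of the comparison, the replicate number as a block, DESeq2, adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each library. Chosen after seeing the data were leaving out structural RNA, thinning libraries to the smallest total outside structural RNA of their table (10 draws), TMM factors from the filtered loci or from subfamily sums, leaving out each subfamily's most abundant copy, other DMSO groups as the control for 5-FU at 12 h, shared calls of comparisons other than the drugs at 6 h, each DMSO group alone against the untreated samples, class shares outside structural RNA, and a test of the p53-site members that pass the filter in thinned libraries.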

Results

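Total RNA of IMR90 fibroblasts was sequenced after treatment with 1 of 2 drugs that activate p53, and counts were obtained for each annotated copy of a repeat element. Nutlin blocks the binding of MDM2 to p53, and 5-FU is an antimetabolite that disturbs the synthesis of RNA and DNA. The question of the series is how the expression of repeats across the genome goes with p53. There were 9 groups of 2 samples, namely untreated cells, Nutlin for 6 h with its DMSO controls, and 5-FU for 6, 12 and 24 h, each with its own DMSO controls. Libraries of the 5-FU table held from 2412334 counts (DMSO 12 h replicate 1) to 6290320 counts (5-FU 24 h replicate 2). Libraries of the Nutlin table held from 9109885 counts (DMSO replicate 1) to 11880265 counts (Nutlin replicate 1), and 60.4% to 66.3% of these lay in 1 copy of 7SL RNA, which held 0.987% to 4.23% of the counts in the 5-FU table. Outside rRNA, tRNA and small RNA, called structural RNA here, the totals were 1618055 to 4164168 in the 5-FU table and 1787724 to 2474410 in the Nutlin table. The 2 untreated columns of the Nutlin table were identical and count as 1 sample.

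**Figure D1:**
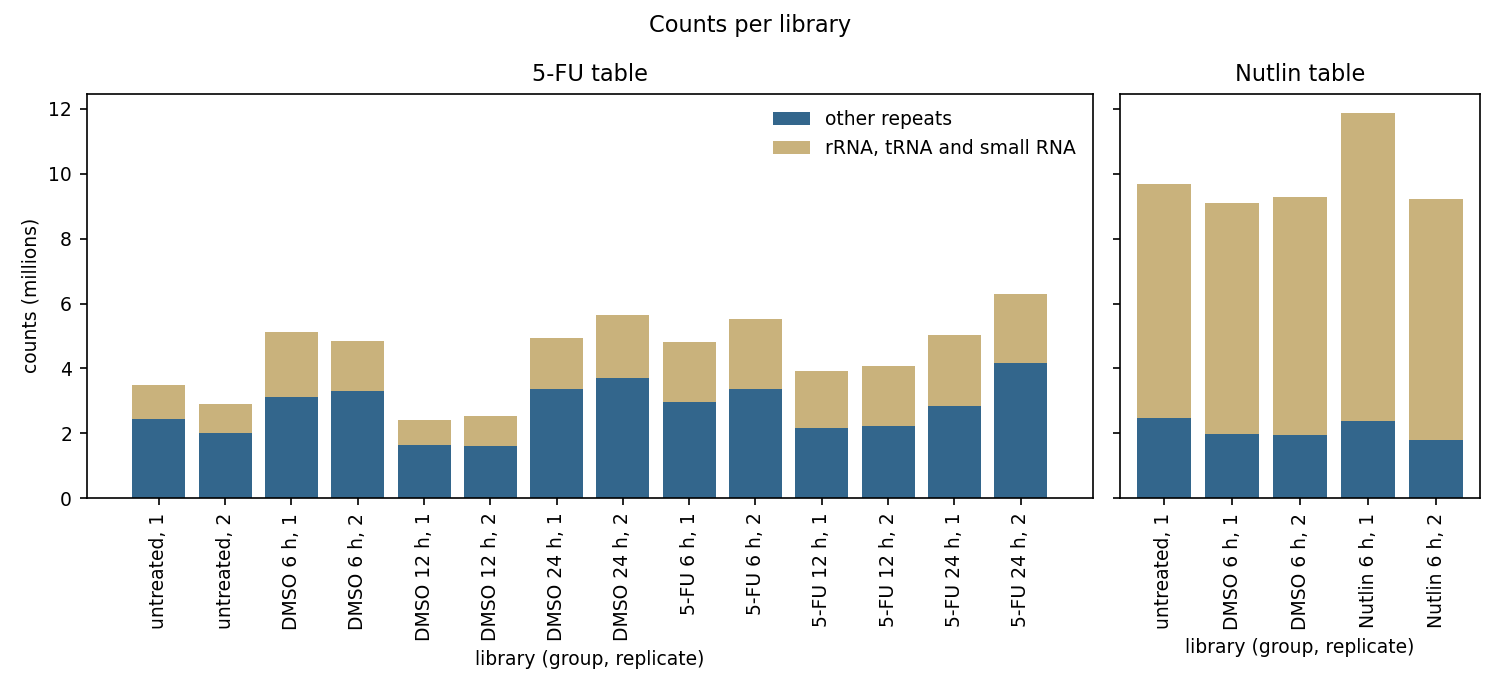
Counts per library (vertical axis), by group and replicate (horizontal axis), with structural RNA stacked on the other repeats. Totals in the Nutlin table lay between 9109885 and 11880265, above the highest total of the 5-FU table (6290320), while totals outside structural RNA overlapped.

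Nutlin at 6 h was compared with DMSO at the level of single copies, which asks where repeat RNA changed in the genome. Of 21328 loci tested, 2041 had an adjusted p under 0.05 (edgeR quasi-likelihood test), 1144 higher and 897 lower. Scaling by library size alone gave 833 higher and 1271 lower, with the median of all loci shifted by -0.14 on the log2 scale. The balance of higher and lower loci therefore flipped with this scaling. It held with RLE size factors (1135 higher, 894 lower) and without structural RNA (1182 higher, 963 lower). The alternative that moved the count most was an adjusted p under 0.01, with 794 loci, and DESeq2 with an adjusted p under 0.05 gave 946. The risen loci with the smallest p were neighbouring AluSz copies on chromosome 12. The copy at 69234279 to 69234586 rose from 25.8 ± 0.14 to 603 ± 9.23 CPM (SD, n = 2; log2 fold change 4.54, SE 0.12, adjusted p 9.41e-10). The copy at 69234616 to 69234915 rose from 40.6 ± 1.81 to 926 ± 17.9 CPM (log2 fold change 4.51, SE 0.12, adjusted p 9.41e-10). Among fallen loci, an L1PA15 copy on chromosome 11 at 58893817 to 58894870 went from 51.3 ± 1.69 to 2.20 ± 0.13 CPM (log2 fold change -4.54, SE 0.16, adjusted p 5.11e-09). An AluSx copy on chromosome 2 at 10270758 to 10271040 went from 47.9 ± 2.90 to 13.8 ± 0.66 CPM (log2 fold change -1.80, SE 0.12, adjusted p 3.20e-06). The untreated sample had 25.9 CPM at the first AluSz copy and 52.9 CPM at the L1PA15 copy.

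Summing all copies of a name asks whether whole subfamilies changed. Of 1028 subfamilies, 131 were called under Nutlin, 99 higher and 32 lower. This excess of higher subfamilies depended on the scaling. The numbers higher and lower were 86 and 93 with RLE size factors, 43 and 188 with library size alone, 86 and 79 with TMM factors from the subfamily sums, 80 and 45 with TMM factors from the filtered loci, and 104 and 55 without structural RNA. Requiring an absolute log2 fold change of at least 1 moved the count most, to 15 subfamilies. L1MA5A had the smallest p (98.5 ± 5.62 to 261 ± 31.0 CPM; SD, n = 2; log2 fold change 1.41, SE 0.10, adjusted p 1.38e-17). A single L1MA5A copy on chromosome 12 at 69237117 to 69237249 held 49.2% of its counts, and without it the log2 fold change was 0.06 (adjusted p 0.816). HAL1b rose from 216.4 ± 5.76 to 449 ± 25.4 CPM (log2 fold change 1.05, SE 0.09, adjusted p 1.04e-14), and by 0.69 on the log2 scale without the copy that held 32.3% of its counts. The lower subfamilies with the smallest p were tRNA-Ala-GCA (log2 fold change -1.10, SE 0.13, adjusted p 1.20e-09) and LTR10B1 (log2 fold change -1.04, SE 0.13, adjusted p 1.18e-08). Their most abundant copies held 96.5% and 80.7% of the counts, and without these the log2 fold changes were -0.14 (adjusted p 0.914) and -0.81 (adjusted p 0.172). Of the 131 called subfamilies, 29 were still called in the same direction without their most abundant copy.

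**Figure D2:**
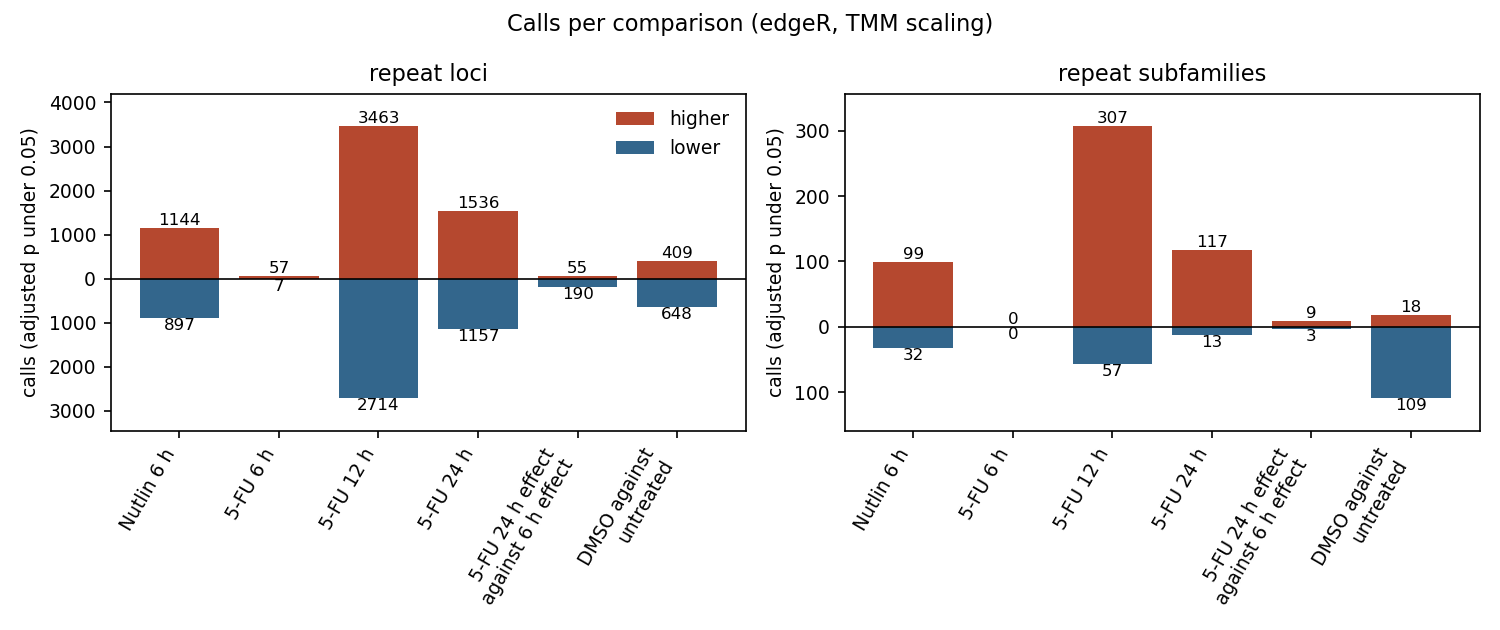
Number of loci (left) and subfamilies (right) with an adjusted p under 0.05 per comparison, with TMM scaling, higher above and lower below the line at 0 (edgeR). Most loci were called at 5-FU 12 h (6177), and with library size alone the lower loci were the majority there (4703 of 6759), as the lower subfamilies were under Nutlin (188 of 231) and at 5-FU 12 h (436 of 497).

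For 5-FU, each time point was compared with its own DMSO group, over 63602 loci. At 6 h 64 loci were called, 57 higher and 7 lower. At 12 h 6177 loci were called, 3463 higher and 2714 lower, and at 24 h 2693 loci, 1536 higher and 1157 lower. With library size alone, the loci higher and lower were 2056 and 4703 at 12 h and 1153 and 1741 at 24 h, with the median of all loci shifted by -0.32 and -0.15 on the log2 scale. At 24 h the balance flipped also without structural RNA (1346 higher, 1412 lower) and with at least 10 counts in every library (1179 higher, 1278 lower). The count at 6 h was moved most by dropping the filter on low counts (340 loci). The count at 12 h was moved most by the threshold of 0.01 (2264 loci), as it was at 24 h (1130 loci). Of the 64 loci called at 6 h, 56 were also called at 12 h, all 56 in the same direction, and 56 at 24 h, of which 55 kept their direction. Calls at 12 h and 24 h shared 1276 loci, 1255 of them in the same direction.

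At 6 h, an L1MA5A copy on chromosome 12 at 69237117 to 69237249 rose from 26.5 ± 0.20 to 101 ± 1.14 CPM (SD, n = 2; log2 fold change 1.93, SE 0.20, adjusted p 0.000204). The AluSz copy at 69234616 to 69234915, named above for Nutlin, rose from 103 ± 3.88 to 410 ± 25.6 CPM (log2 fold change 1.99, SE 0.22, adjusted p 0.000282). A MER45C copy on chromosome 16 at 33964922 to 33965030 went from 57.2 ± 17.97 to 9.43 ± 3.33 CPM (log2 fold change -2.59, SE 0.32, adjusted p 0.000389). An L1MD3 copy on chromosome 9 at 21865801 to 21867638 went from 35.7 ± 2.52 to 10.7 ± 0.24 CPM (log2 fold change -1.74, SE 0.23, adjusted p 0.000775). At 24 h, an L1MB7 copy on chromosome 16 at 88455450 to 88455994 rose from 9.27 ± 1.73 to 156 ± 45.6 CPM (log2 fold change 4.06, SE 0.28, adjusted p 2.91e-08). An ERVL-B4-int copy nearby at 88456368 to 88456738 rose from 3.97 ± 1.00 to 86.5 ± 27.7 CPM (log2 fold change 4.44, SE 0.31, adjusted p 2.91e-08). The L1PA15 copy on chromosome 11 named for Nutlin went from 84.2 ± 1.36 to 1.97 ± 1.47 CPM (log2 fold change -5.51, SE 0.33, adjusted p 4.81e-09). The AluSx copy on chromosome 2 went from 84.3 ± 5.54 to 5.33 ± 0.97 CPM (log2 fold change -3.99, SE 0.25, adjusted p 4.81e-09). Each of these 8 loci kept its direction and its call under every alternative that tested it.

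At 12 h, the L1MB7 copy on chromosome 16 rose from 7.90 ± 0.36 to 166 ± 5.78 CPM (SD, n = 2; log2 fold change 4.39, SE 0.31, adjusted p 2.30e-08). At the other loci with the smallest p at 12 h, the size of the change depended on the DMSO 12 h libraries. An LTR6A fragment on chromosome 8 at 81471111 to 81471140 had 0 counts in both DMSO 12 h libraries and 584 ± 0.94 CPM with 5-FU, at least 517-fold higher, but 850 to 2010 counts in each of the other 12 libraries. Against the DMSO 6 h and 24 h libraries its log2 fold change was 1.56, and it was still called (adjusted p at most 5.54e-05 under each of 9 alternatives). An LSU-rRNA_Hsa copy on chromosome 12 at 34372608 to 34372741 had 410 ± 97.2 CPM in the DMSO 12 h libraries and 2.92 ± 0.80 with 5-FU (log2 fold change -7.12, SE 0.32, adjusted p 1.31e-11). In the DMSO 6 h libraries it had 1.83 ± 0.65 CPM, and against the DMSO 6 h and 24 h libraries the log2 fold change was 0.29 (adjusted p 0.634, where the alternatives ranged from 4.36e-106 to 0.634). An L1M1 copy on chromosome 2 at 156126101 to 156128481 had 152 ± 1.97 CPM in the DMSO 12 h libraries, from which it was at least 173-fold lower with 5-FU. In the DMSO 6 h libraries it had 0.62 ± 0.60 CPM, and against the DMSO 6 h and 24 h libraries the log2 fold change was 1.16 (adjusted p 0.393, where the alternatives ranged from 1.62e-62 to 0.393).

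**Figure D3:**
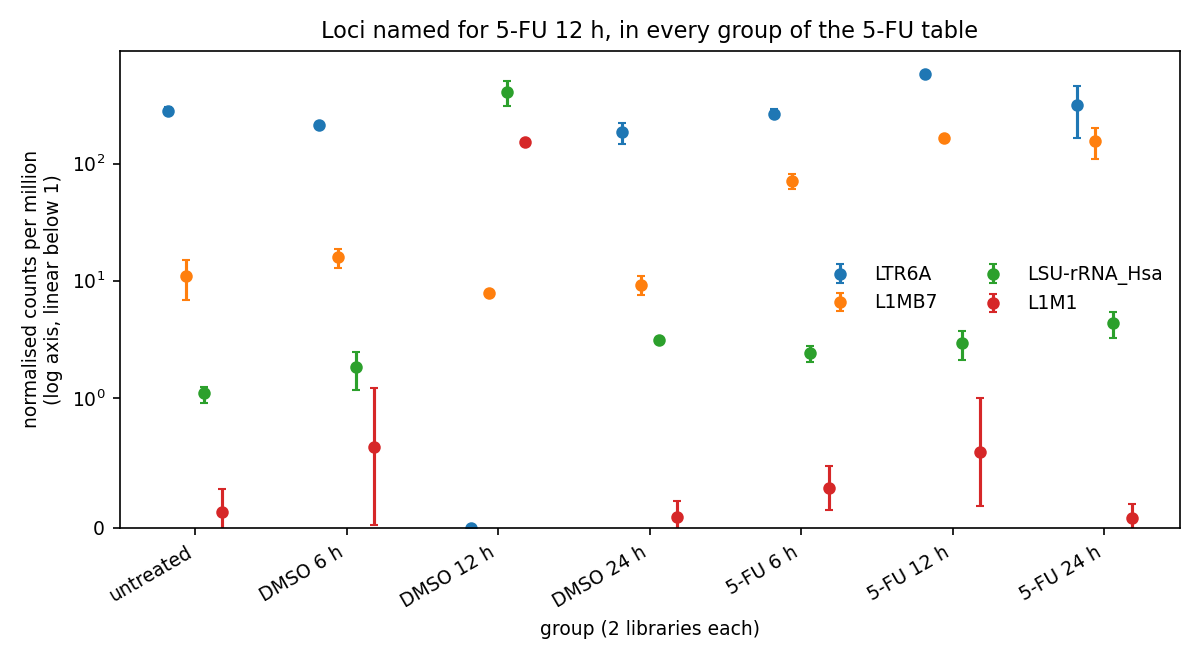
Normalised CPM (mean and SD of 2 libraries, log axis, linear below 1) of the 4 loci named for 5-FU 12 h, in each group of the 5-FU table. LTR6A was at 0 in the DMSO 12 h group alone, and LSU-rRNA_Hsa (410 CPM) and L1M1 (152 CPM) were high in that group alone, while L1MB7 was higher in each 5-FU group than in the DMSO group of its time point.

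Over 1078 subfamilies, 0 were called at 5-FU 6 h (126 at an unadjusted p under 0.05), 364 at 12 h (307 higher, 57 lower) and 130 at 24 h (117 higher, 13 lower). With only the 4 libraries of the 6 h comparison in the fit, 101 subfamilies were called at 6 h, while with only those of the 24 h comparison 4 were called at 24 h (3 higher, 1 lower), the largest move of that count. At 12 h the excess of higher subfamilies held without structural RNA (273 higher, 40 lower) and flipped with RLE size factors (184 higher, 201 lower), library size alone (61 higher, 436 lower) and TMM factors from the filtered loci (182 higher, 203 lower). TMM factors from the subfamily sums gave 194 higher and 182 lower. In libraries thinned to the same total the excess also flipped, with 138 higher and 257 lower in 1 draw and more lower in each of 10 draws. The median of all subfamilies at 12 h moved by -0.19, -0.57, -0.24 and -0.17 on the log2 scale under RLE, library size alone, TMM from filtered loci and TMM from subfamily sums. Against the DMSO 6 h and 24 h libraries, 168 subfamilies were higher and 293 lower. At 24 h the subfamilies higher and lower were 47 and 33 with RLE, 29 and 18 with library size alone, and 49 and 32 with TMM factors from the subfamily sums.

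BC200 rose from 879 ± 52.4 to 10973 ± 1461 CPM at 12 h (SD, n = 2; log2 fold change 3.64, SE 0.17, adjusted p 1.51e-08) and from 2174 ± 175 to 13923 ± 4135 CPM at 24 h (log2 fold change 2.68, SE 0.16, adjusted p 4.02e-07). A single copy on chromosome 2 at 47562454 to 47562653 held 99.8% and 99.7% of its counts, and without it the log2 fold changes were -0.06 (adjusted p 0.933) and 0.29 (adjusted p 0.674). At 12 h, tRNA-Gln-CAG rose by 3.38 on the log2 scale (SE 0.24, adjusted p 1.25e-06), with 89.2% of the counts in 1 copy and 0.21 without it (adjusted p 0.751). L1ME3F fell by 0.60 (SE 0.07, adjusted p 4.27e-05), with 32.0% of the counts in 1 copy and -0.46 without it (adjusted p 0.00861). MER68-int fell by 0.59 (SE 0.09, adjusted p 0.000337), with 48.2% of the counts in 1 copy and -0.28 without it (adjusted p 0.148). At 24 h, HERVL74-int rose by 1.28 (SE 0.11, adjusted p 1.98e-05), with 58.0% of the counts in 1 copy and 0.86 without it (adjusted p 0.00204). LTR10B1 fell by 1.59 (SE 0.16, adjusted p 7.38e-05), with 51.2% of the counts in 1 copy and -0.62 without it (adjusted p 0.0993). L1MEa fell by 1.32 (SE 0.17, adjusted p 0.000269), with 62.4% of the counts in 1 copy and -0.02 without it (adjusted p 0.989). Without the most abundant copy, 164 of the 364 subfamilies called at 12 h and 36 of the 130 called at 24 h were still called in the same direction.

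Whether the effect of 5-FU changed with time was tested as the 24 h effect minus the 6 h effect, each against its own DMSO group. The difference was called at 245 loci, with the effect higher at 24 h at 55 and lower at 190, and at 12 subfamilies, with the effect higher at 9 and lower at 3. Dropping the filter on low counts moved the locus count most, to 501, while the threshold of 0.01 gave 100 loci and DESeq2 called 451 loci and 26 subfamilies. The subfamily split was 4 higher and 3 lower with RLE size factors and with TMM factors from the subfamily sums. Without its most abundant copy, 0 of the 12 subfamilies were still called in the same direction (119 of all 1078 subfamilies had an unadjusted p under 0.05 before the copy was left out).

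The effect of the vehicle was tested as the mean of the 3 DMSO groups of the 5-FU table against the untreated samples, which also differ in when the medium was changed. At loci, 1057 were called, 409 higher and 648 lower, and with library size alone 389 were higher and 1614 lower. The balance flipped when each DMSO group was compared alone, with 473 higher and 396 lower at 6 h, 705 and 657 at 12 h, and 160 and 60 at 24 h. At subfamilies, 127 were called, 18 higher and 109 lower. The split was 28 and 49 with RLE size factors and with TMM factors from the subfamily sums, and it flipped to 121 higher and 34 lower with TMM factors from the filtered loci. It was 64 higher and 28 lower with the DMSO 6 h group alone, 16 and 247 with the 12 h group and 6 and 12 with the 24 h group.

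LTR10 and MER61 repeats have been described as carrying p53 binding sites, and they were tested as sets fixed in advance. In 8 set tests with fry, none had an adjusted p under 0.05, the smallest being 0.289. Under Nutlin the median log2 fold change was 0.16 over 32 loci (p 0.192, adjusted p 0.308) and 0.26 over 25 subfamilies (p 0.145, adjusted p 0.289). Over 132 loci under 5-FU it was 0.09 at 6 h (p 0.108), 0.05 at 12 h (p 0.420) and 0.09 at 24 h (p 0.118). Over 27 subfamilies it was -0.04 at 6 h (p 0.978), 0.16 at 12 h (p 0.0917) and 0.21 at 24 h (p 0.301). The 12 h medians turned negative with library size alone (-0.28 at loci and -0.42 at subfamilies) with RLE size factors (-0.0014 and -0.03) and against the DMSO 6 h and 24 h libraries (-0.13 and -0.15), as did the 24 h median at loci with library size alone (-0.06). Single libraries decided the sign at loci, where the median was -0.0023 at 6 h without 5-FU 6 h replicate 2, -0.03 at 12 h without 5-FU 12 h replicate 1 (and negative also without DMSO 12 h replicate 2), and -0.20 at 24 h without 5-FU 24 h replicate 2. At subfamilies the 6 h median turned to 0.08 without 5-FU 6 h replicate 1. Camera gave no p under 0.05 for any of the 8 sets, so no call rests on its preset correlation.

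Of 17 young and satellite subfamilies, adjusted over the list alone, 6 were called under Nutlin, 4 higher and 2 lower, and adjusted over all subfamilies 3 were higher and 1 lower. The split over the list flipped to 3 higher and 4 lower with RLE size factors and to 1 and 4 with library size alone. ALR/Alpha rose from 88.0 ± 7.24 to 199 ± 22.1 CPM (SD, n = 2; log2 fold change 1.18, SE 0.10, adjusted p 1.08e-15), and its log2 fold change stayed between 1.00 and 1.19 under 12 alternatives. The log2 fold changes of the other members called were 0.28 for L1HS, 0.21 for AluY, 0.35 for HERVK-int, -0.25 for AluYb8 and -0.47 for SVA_E. AluY turned to -0.05 without its most abundant copy, and HERVK-int was called under 7 of 12 alternatives. AluY was called under 10 of 12, and L1HS, AluYb8 and SVA_E each under 11. With library size alone the log2 fold changes were 0.11 for L1HS and 0.03 for AluY, neither called. AluYb8 and SVA_E were not called with DESeq2. With 1 library left out, the values ranged from 0.18 to 0.39 for L1HS, 0.14 to 0.27 for AluY, 0.19 to 0.54 for HERVK-int, -0.37 to -0.15 for AluYb8 and -0.69 to -0.22 for SVA_E. At 5-FU 6 h 0 members were called (7 at an unadjusted p under 0.05). At 12 h 7 were higher and 1 lower over the list alone, with the same numbers over all subfamilies, and with library size alone the split flipped to 3 higher and 7 lower. Against the DMSO 6 h and 24 h libraries it flipped to 5 higher and 7 lower. The log2 fold changes were 0.72 for AluY, 0.62 for AluYa5, 0.94 for AluYb8, 1.06 for SVA_D, 1.21 for SVA_F, 0.50 for LTR5_Hs, 0.88 for LTR7 and -0.51 for HERVH-int. AluYb8, SVA_D and SVA_F kept direction and call under the 13 alternatives, the lowest log2 fold changes being 0.37, 0.36 and 0.54. Against the DMSO 6 h and 24 h libraries their log2 fold changes were 0.49, 0.36 and 0.54, and that of AluY was 0.19 (adjusted p 0.053). LTR5_Hs turned to -0.07 with library size alone and to -0.10 against those libraries. AluYa5 was called under 9 of 13 alternatives, and its log2 fold change was 0.06 with library size alone. At 24 h 0 members were called over the list alone (5 at an unadjusted p under 0.05), and over all subfamilies 1 was called, SVA_F with a log2 fold change of 0.31.

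**Figure D4:**
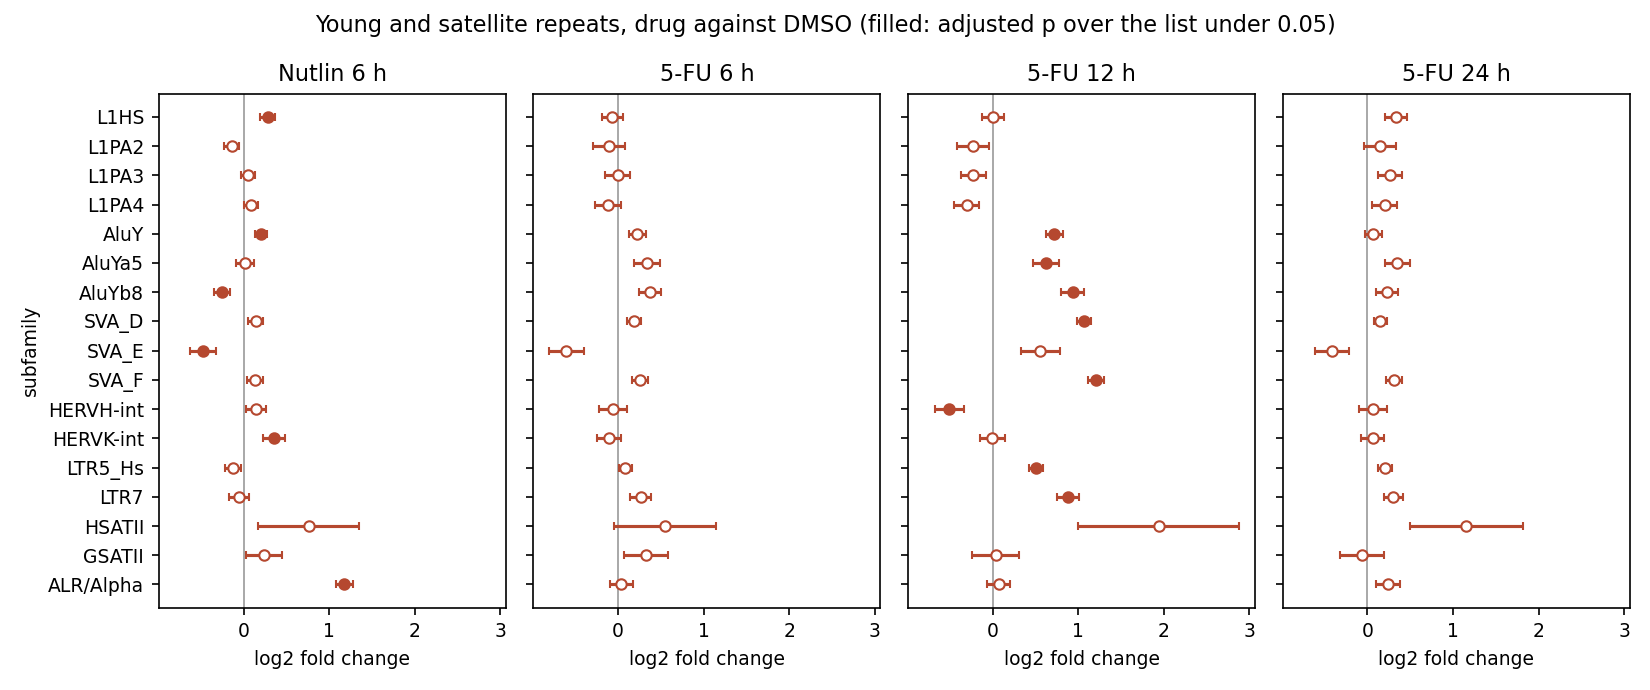
Log2 fold change (horizontal axis, bars are SE) of 17 young and satellite subfamilies (vertical axis) in 4 drug comparisons with TMM scaling, filled where the adjusted p over the list is under 0.05. At 5-FU 12 h 7 members were higher and 1 lower, which flipped to 3 and 7 with library size alone, and under Nutlin ALR/Alpha lay at 1.18.

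Shares of all counts by class were compared between 5-FU and DMSO over the 3 time points. None of 13 classes had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. The exact permutation test allows no p under 0.00926 here, so 1 class alone could not reach an adjusted p under 0.05 over 13 classes. The lack of calls therefore does not show that the shares were unchanged. The difference for small RNA was 6.76 percentage points (28.5% with 5-FU, 21.8% with DMSO), with an exact permutation p of 0.00926, the smallest that rearranging libraries within time points allows, and an adjusted p of 0.0963. It was positive at 6 h (3.86), 12 h (7.95) and 24 h (8.48). The L1 share was lower by -2.73 percentage points (exact permutation p 0.037, adjusted p 0.0963). Outside structural RNA, 3 classes changed sign, as the Alu difference went from -0.67 to 2.39, that of LTR from -0.56 to 0.16, and that of MIR and other SINE from -0.43 to 0.70. Under Nutlin, small RNA held 76.0% ± 0.74 and under DMSO 74.5% ± 1.00 of the counts (SD, n = 2). With 2 libraries against 2, the exact permutation test cannot give a p under 0.333, and no other test of this difference was run.

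The drugs act on p53 in different ways, and their 6 h effects were compared over 21020 loci tested in both tables. Of 1951 loci called under Nutlin and 49 under 5-FU, 38 were called in both, all 38 in the same direction, where 4.55 are expected by chance (odds ratio 34.4, Fisher's exact test p 4.43e-30). A threshold of 0.01 gave 18 shared loci and an odds ratio of 61.8. With at least 10 counts in every library, 32 were shared and 29 of them had the same direction (odds ratio 13.7). Beyond the 6 h comparison, Nutlin and 5-FU 12 h shared 540 loci (351 expected by chance), of which 349 had the same direction, and Nutlin and 5-FU 24 h shared 459 (161 expected), of which 397 had it. Across loci at 6 h, which are not independent replicates, Pearson's r of the log2 fold changes was 0.135 and Spearman's rho 0.0907. Over 1028 subfamilies no shared call was possible, since 0 were called at 5-FU 6 h (126 at an unadjusted p under 0.05), and Pearson's r was -0.0045 and Spearman's rho 0.0167.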

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

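The test of the difference, RLE size factors and leaving out each library were fixed before the data were examined, while the other tests in this part, and the use of a left-out library to test an explanation, were chosen only after the result was seen.

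The effect of 5-FU differed between 24 h and 6 h, by a test of the difference itself (interaction in edgeR's quasi-likelihood fit, adjusted p under 0.05), at 245 loci and 12 subfamilies. At the loci the effect was lower at 24 h at 190 and higher at 55. At the subfamilies it was higher at 9 and lower at 3.

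The tables argue against 2 technical explanations at the loci. If library depth made it, few loci would be called in libraries thinned to the same total outside structural RNA, but 186 were called in 1 draw and 183 to 207 over 10 draws. If only the DMSO libraries had changed over time, the DMSO 24 h and 6 h groups would differ at more loci than the 5-FU groups, but 1418 loci were called between 5-FU 24 h and 5-FU 6 h and 57 between the DMSO groups. A part of 5-FU 24 h replicate 2, whose counts are spread over more copies than those of replicate 1, stays open. Without it 245 of 245 loci kept their direction, but the loci were called with that library in the fit, which nearly fixes this number, and leaving it out leaves 1 sample. A longer exposure to 5-FU, which is what the design varies, is an untested explanation. How the authors assigned reads to similar copies was not tested.

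The 12 subfamilies are a weaker result. In thinned libraries 5 to 11 subfamilies were called over 10 draws, and 0 of the 12 were still called in the same direction without their most abundant copy, with 3 turned, where 119 of all subfamilies had an unadjusted p under 0.05 in the sums over all copies. When as many counts were left out of each sum at random, 1 to 8 of the 12 were still called over 10 draws. The subfamily differences may therefore rest on single copies, but the random control shows that the loss of counts alone also takes away most of the calls in some draws. With RLE size factors and with TMM factors from the subfamily sums, 7 subfamilies were called, 4 higher and 3 lower.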

How the results depend on the processing

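The tests chosen only after the results were seen were those without structural RNA, in thinned libraries, with TMM factors from the filtered loci or from subfamily sums, without the most abundant copy, against other DMSO groups, with each DMSO group alone, on class shares outside structural RNA, and on p53-site members that pass the filter in thinned libraries. Among 293 values with a test or a count that answer a comparison, recomputed under the alternatives, 189 kept their direction and their side of the threshold (counts within 1.5 times), 42 were weaker, 26 stronger and 36 reversed. Of 32 p53-site medians with 1 library left out, which have no test, 9 moved by more than the SD between replicates and 5 changed sign. A count is taken as reversed where the balance of higher and lower calls turned. Of 143 values with a test at the named loci, 141 kept direction and call and 2 reversed. Of 320 of named subfamilies and list members, 289 kept both, 27 were weaker and 4 reversed. Of 23 of class shares, 20 kept both and 3 reversed. With 1 library (for class shares, 1 replicate number) left out, which gives a direction only, 0 of 64, 0 of 104 and 1 of 26 of these values changed sign. The named loci and subfamilies were chosen for no overlap between drug and DMSO libraries, which nearly fixes their sign. The 0 of 64, and the part of the 0 of 104 from named subfamilies, are therefore no test of single libraries. Apart from stricter limits on p or fold change, which can only lower a count, the cause of the changes below was not tested.

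With an adjusted p under 0.01, loci called were 794 for Nutlin, 31, 2264 and 1130 for 5-FU at 6, 12 and 24 h, 100 for the 24 h against the 6 h effect and 308 for DMSO against untreated. Subfamilies called were 69 for Nutlin, 241 and 60 for 5-FU at 12 and 24 h, 4 for the 24 h against the 6 h effect and 29 for DMSO. With an absolute log2 fold change of at least 1, subfamilies called were 15, 82, 27, 7 and 3 in the same order, and the DMSO calls turned to 2 higher and 1 lower. The main counts were 131, 364, 130, 12 and 127.

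Scaling turned more balances than any other choice. Library size alone called 2104 loci for Nutlin (833 higher), 6759 at 5-FU 12 h (2056 higher), 2894 at 24 h (1153 higher) and 2003 for DMSO (389 higher). It called 231 subfamilies for Nutlin (43 higher), 497 at 12 h (61 higher), 47 at 24 h (29 higher), 5 for the 24 h against the 6 h effect and 69 for DMSO. Of the young list it called 5 for Nutlin (1 higher) and 10 at 12 h (3 higher), and LTR5_Hs at 12 h went to -0.070. RLE size factors called 179 subfamilies for Nutlin (86 higher), 385 at 12 h (184 higher), 80 at 24 h, 7 for the 24 h against the 6 h effect and 77 for DMSO, and 7 of the young list for Nutlin (3 higher). TMM factors from the filtered loci called 385 subfamilies at 12 h (182 higher) and 155 for DMSO (121 higher). TMM factors from the subfamily sums called 81 at 24 h, 7 for the 24 h against the 6 h effect, 77 for DMSO, and 7 of the young list for Nutlin (3 higher). Medians of all features moved by over 0.1 on the log2 scale also with library size alone for DMSO at loci (-0.14), the 24 h against the 6 h effect at loci (-0.11), and subfamilies under Nutlin (-0.18) and at 24 h (-0.22). They did so with RLE at 24 h (-0.14) and for the 24 h against the 6 h effect (-0.12), with TMM from the filtered loci for DMSO (0.16) and with TMM from the subfamily sums at 24 h (-0.13). Without structural RNA, 2758 loci were called at 24 h (1346 higher), and 7 subfamilies for the 24 h against the 6 h effect.

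DESeq2 called 946 loci for Nutlin, 127 at 5-FU 6 h and 451 for the 24 h against the 6 h effect. It called 74, 10 and 26 subfamilies for these, and 3 of the young list for Nutlin. Without the filter on low counts, loci called were 340, 2946 and 1787 for 5-FU at 6, 12 and 24 h and 501 for the 24 h against the 6 h effect, its largest move. With at least 10 counts in every library they were 3824 at 12 h, 2457 at 24 h (1179 higher) and 430 for the 24 h against the 6 h effect. With only the libraries of the comparison, loci called were 99 at 6 h, 1367 at 24 h, 135 for the 24 h against the 6 h effect and 1985 for DMSO. Subfamilies called were then 101 at 6 h, 4 at 24 h, 4 for the 24 h against the 6 h effect and 218 for DMSO (161 higher), and of the young list 6 at 6 h and 14 at 12 h.

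Without the most abundant copy, subfamilies called were 36 for Nutlin, 1 at 5-FU 6 h, 198 at 12 h, 39 at 24 h, 1 (lower) for the 24 h against the 6 h effect and 42 for DMSO. The young list had 1 call at 6 h and 5 at 24 h. AluY under Nutlin went to -0.048 and BC200 at 12 h to -0.055.

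Libraries thinned to the same total gave 38 loci at 5-FU 6 h (30 to 50 over 10 draws), 1 of the young list at 6 h, 395 subfamilies at 12 h with 138 higher (395 to 421 over the draws, with more lower than higher in each of the 10) and 69 subfamilies for DMSO (56 to 93). Over the same draws, loci called were 1701 to 1912 for Nutlin, 5769 to 5979 at 12 h and 2009 to 2107 at 24 h.

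Against the DMSO 6 h and 24 h libraries, 9377 loci and 461 subfamilies (168 higher) were called at 5-FU 12 h, LSU-rRNA_Hsa went to 0.29, L1M1 to 1.16 and LTR5_Hs to -0.10, and 12 of the young list were called (5 higher). Alone against the untreated samples, the DMSO 6 h group gave 869 loci (473 higher) and 92 subfamilies (64 higher), the DMSO 12 h group 1362 loci (705 higher) and 263 subfamilies (16 higher), and the DMSO 24 h group 220 loci (160 higher) and 18 subfamilies (6 higher).

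The p53-site sets had 82 values under alternatives, of which 1 had a p under 0.05 (0.0255 to 0.988) and 11 reversed. Medians at 5-FU 12 h were -0.28 at loci and -0.42 at subfamilies with library size alone, -0.0014 and -0.030 with RLE, -0.20 and -0.11 in 1 draw of thinned libraries (-0.20 to 0.21 and -0.11 to -0.039 over 10 draws), -0.13 and -0.15 against the DMSO 6 h and 24 h libraries, and -0.083 and -0.0079 at subfamilies with TMM from the filtered loci and from the subfamily sums. At 24 h the median at loci was -0.060 with library size alone. The value with p 0.0255 is the median of 0.24 at 6 h over the members that pass the filter in thinned libraries, tested in libraries not thinned. Members chosen from 10 draws had p under 0.05 in each of the 10 at 6 h, and in 4 at 12 h and 4 at 24 h, while in the thinned libraries themselves p was under 0.05 in 1, 0 and 1 of the 10 draws.

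Leaving out each library left an arm with 1 sample, so only directions are given. Of the called loci, 2040 to 2041 of 2041 kept their direction for Nutlin, 64 of 64 at 5-FU 6 h, 6169 to 6177 of 6177 at 12 h, 2689 to 2693 of 2693 at 24 h, 244 to 245 of 245 for the 24 h against the 6 h effect and 1046 to 1057 of 1057 for DMSO, and all called subfamilies kept theirs. These features were called with every library in the fit, which nearly fixes such counts, so they are no test of single libraries. The p53-site medians ranged at loci from -0.0023 to 0.14 at 6 h, from -0.032 to 0.20 at 12 h and from -0.20 to 0.20 at 24 h, and at subfamilies from -0.030 to 0.077, from 0.15 to 0.34 and from 0.00025 to 0.37. The lowest at 24 h was without 5-FU 24 h replicate 2 at both levels. The highest were without DMSO 6 h replicate 2 at loci and 5-FU 6 h replicate 1 at subfamilies at 6 h, and without DMSO 12 h replicate 1 at both levels at 12 h. At 24 h they were without DMSO 24 h replicate 2 at loci and without 5-FU 24 h replicate 1 at subfamilies. Under Nutlin they were 0.30 without Nutlin replicate 1 at loci and 0.37 without DMSO replicate 1 at subfamilies, with lowest values of 0.10 and 0.15. The rRNA share difference ranged from -0.605 to 0.0518 percentage points, turning without replicate 2, and that of Alu was -0.335 without replicate 1 and -0.998 without replicate 2. Outside structural RNA the differences were 2.39 for Alu, 0.162 for LTR and 0.702 for MIR and other SINE.

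Replicate numbers are shared between groups in the labels, but no label ties a number to a shared batch or day, so the samples were not taken as paired. Deviations of same-numbered libraries correlated across loci at 0.043 for Nutlin and -0.017, -0.099 and 0.197 for 5-FU at 6, 12 and 24 h, and across subfamilies at -0.077, -0.0065, -0.076 and 0.478, so a shared factor at 24 h stays open. With the replicate number as a block, loci called were 157 at 6 h and 403 for the 24 h against the 6 h effect, subfamilies 8 and 21, and of the young list 6 at 6 h and 2 at 24 h. Class shares were not analysed by pairs.

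Not run were gene-level results and p53 target genes, since the tables list no genes, pseudocount alternatives, since the values are counts, and class shares with a denominator other than repeat counts, since the tables hold repeats alone and the share of all counts in the table is the value already given. At loci of the 5-FU table, 5.05% of 2-fold and 62.4% of 4-fold changes were recovered in the simulation of 12 h. A locus not called in that table is therefore not shown to be unchanged. The common dispersion at loci was 0.0986 in the 5-FU table and 0.0315 in the Nutlin table, and whether depth or spread limits the recovery was not tested.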

Other observations

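The main counts of calls repeated in this part come from comparisons fixed before the data were examined. No other test in this part was fixed then. Chosen only after the result was seen were those of the DMSO 12 h libraries, of depth at 5-FU 12 h, of genomic DNA and of scaling. So were the comparison of counted copies without 5-FU 24 h replicate 2 and the control that left out counts at random.

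Copies near each other changed together. Across replicates, so that no library enters both values, the log2 fold changes of neighbouring loci of other names (1 to 10 kb apart) correlated at 0.505 under Nutlin, and at 0.132, 0.317 and 0.312 under 5-FU at 6, 12 and 24 h. These are correlations across loci, which are not independent replicates. Loci of the same name on other chromosomes correlated at 0.020, -0.0033, 0.044 and -0.0046, and the same neighbours in a difference between replicates at 0.032, 0.033, 0.031 and 0.159. Among neighbours that were both called, 386 of 391 pairs under Nutlin and 18 of 18, 806 of 838 and 480 of 484 pairs under 5-FU had the same direction. Transcription of the surrounding region that reaches the copies in it is a candidate explanation, since the alternative of control by repeat name forecasts the opposite order of the correlations. No copy was placed in a gene here, and reads shared between similar neighbouring copies were not tested.

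Many subfamily calls may rest on a single copy. Without the most abundant copy of each sum, 29 of 131 called subfamilies were still called in the same direction under Nutlin, and 11 had turned. The numbers were 164 of 364 at 5-FU 12 h, 36 of 130 at 24 h and 32 of 127 for DMSO against untreated. Leaving out as many counts at random left 80 to 100, 303 to 329, 93 to 110 and 87 to 99 of them called over 10 draws, so the loss of counts explains part of this and not all of it.

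More loci were called at 5-FU 12 h (6177) than at 24 h (2693), and the DMSO 12 h libraries stand apart from the other DMSO libraries. Depth does not account for the order, since thinned libraries still gave 5769 calls at 12 h, with 2009 to 2107 at 24 h over 10 draws. Of the 6177 loci, 3953 were also called against the DMSO 6 h and 24 h libraries, counted without regard to direction, and the remaining loci were not. The DMSO 12 h libraries are therefore not needed for a call at these 3953 loci. Both comparisons share the 5-FU 12 h libraries, so a difference of those libraries stays open. A difference of the DMSO 12 h libraries for a reason other than time may add to the calls, since the DMSO 12 h group differed from the DMSO 6 h group at 629 loci and from the DMSO 24 h group at 809, but these groups from each other at 57. In the DMSO 12 h libraries, 5 copies were at 0 with at least 10 counts in every other library of the table, and 7 copies had at least 10 counts with at most 1 in every other library. The highest such numbers in other groups were 1 and 5. The following copies were chosen after their values were seen. Tigger4b on chromosome 16 at 29453571 to 29453909 had 0 counts in both and 61 to 164 in the other 12 libraries, and L1M6B on chromosome 7 at 143306996 to 143307193 had 267 and 173 counts against 0 to 1. No label names a batch, and whether the cells, the library preparation or the sequencing differed was not tested.

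Most subfamilies called at 5-FU 12 h were higher (307 of 364). Scaling of the DMSO 12 h libraries may make this majority, since 435 of 447 subfamilies called between the DMSO 12 h and 6 h groups were lower at 12 h, and against the DMSO 6 h and 24 h libraries 168 subfamilies were higher at 5-FU 12 h and 293 lower. TMM factors of the DMSO 12 h libraries were 1.32 and 1.23 from all copies, and 1.12 and 1.03 from the filtered loci. In libraries thinned to the same total, more subfamilies were lower than higher in each of 10 draws. Depth is therefore not excluded as a part of this majority. The direction of most subfamilies at 12 h stays open.

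The 5-FU 24 h replicates differed in how widely their counts were spread. After thinning to the same total outside structural RNA, replicate 1 had a count at 316445 copies and replicate 2 at 433659, so depth was not the cause. The DMSO 24 h libraries had a count at 389201 and 422025 copies. Small RNA held 32.9% of all counts in replicate 1, 24.0% in replicate 2, and 22.1% and 17.8% in the DMSO 24 h libraries. In both measures replicate 2 lay nearer to the DMSO 24 h libraries than replicate 1 did. In the other 5-FU libraries, fewer copies had a count than in the DMSO libraries, with a mean difference of -77129 copies without 5-FU 24 h replicate 2 (exact permutation p 0.00926, the smallest possible) and -57594 with it (exact permutation p 0.037). Genomic DNA would add counts evenly, also where the other libraries have next to none. In the 1759 bins of 100 kb with the fewest counts, replicate 2 exceeded replicate 1 by 0.154 counts per 1000 copies, and in bins of the middle of the range by 89.1 to 123.9, which argues against genomic DNA. An earlier form of this test in bins of 1 Mb, on copies with few counts, gave a ratio of 1.72 between the excess in the bins with the most and the fewest counts and was less clear. At the L1MB7 copy, replicate 2 had 123 CPM, replicate 1 188 CPM and the DMSO libraries 8.05 and 10.5 CPM, so the rise there was smaller in replicate 2. No biological explanation was tested.

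Nutlin at 6 h gave more calls than 5-FU at 6 h. A smaller spread between replicates in the Nutlin table is not the whole cause. At 5098 abundant loci tested in both tables, the SD of log2 fold changes in excess of replicate differences was 0.334 under Nutlin and 0.163 under 5-FU, while replicate differences gave an SD of 0.174 and 0.177. Of these loci, 888 and 23 were called. Dose and mode of action differ between the drugs and were not tested, and the tables were not made in the same way.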
